A study of Tripsacum dactyloides with 133 samples. Its data were reported in "Precipitation legacy effects on soil microbiota facilitate adaptive drought responses in plants" (2025).

How the data were processed

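RNA was sequenced from crown roots of eastern gamagrass (*Tripsacum dactyloides*, cultivar Pete), a perennial grass related to maize. Each plant had received a live microbial inoculum or a mock inoculum, and was then grown under drought or kept well-watered (the test phase). The live inocula traced back to 4 Kansas prairie sites named CWR, WEL, SVR and TRI in the labels. Before the test phase these soils had been conditioned under drought stress or ample water, with gamagrass or with no host plant. The groups in the labels gave 133 libraries, 125 of them live and 8 mock. The methods of the study give a slightly lower number of gamagrass samples and do not say which library is not among them, so all were kept. The assignment of SVR and TRI to low-precipitation legacy, and of CWR and WEL to high-precipitation legacy, was taken from the study, since the labels name only the site. The series description calls the plants maize in 1 place, whereas every sample label and the gene identifiers are those of gamagrass.

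The authors made poly(A) libraries with a directional kit, trimmed the reads with cutadapt, aligned them with HISAT2 to a gamagrass genome, removed duplicates with SAMtools and counted reads per gene with featureCounts. The deposited values are expected counts, not normalized: a read that overlapped several genes or mapped to several places was counted as a fraction. Of all cells of the table, 13.9% were not whole numbers (tolerance 1e-06). The command in the header of the deposited table sets neither counting of read pairs nor a strand. Among whole cells, 182282 held a count of 2 and 111283 a count of 1, and 93437 held 4 against 59607 with 3, so that mates were counted one by one. In the table, 7212 genes overlapped a gene on the other strand, and their values can include reads of that gene. A second deposited table pairs gamagrass genes with maize orthologues, which the authors derived with OrthoFinder. It held 32785 genes, all of them in the count table (71.5% of its genes), in 21658 orthogroups. Neither table gives gene names or functions, so genes are given by identifier and no function is assigned.

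The count table held 45865 genes, of which 1338 had a count of 0 in every library. Counts were rounded to whole numbers for DESeq2 and edgeR. After rounding, 44342 genes had a count in at least 1 live library. The total count per library ranged from 13.6 to 64.2 M counts (M for mega) in drought and from 0.00605 to 69.4 M in well-watered plants. Differences in total count were handled by DESeq2's median-of-ratios size factors, and the precision of each fold change is given as its standard error (SE). This scaling did not follow depth for mock well-watered replicate 1. Its size factor was 0.154 per M counts, against 0.028 to 0.0297 in the other mock well-watered libraries. Its normalized counts are therefore too low relative to theirs in the comparison of live and mock inocula.

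The design, the tests, the alternatives and the rule for naming genes were written before the data were examined. Legacy, conditioning water, conditioning host and test-phase drought were estimated in 1 additive DESeq2 model of the live libraries (Wald tests). Drought responses within each legacy and the interaction of legacy with drought came from a model with test-phase water, legacy and their interaction. For the same model, genes whose 95% confidence intervals of the drought responses in both legacies did not overlap were counted, with the number that the standard errors alone would give under no difference. Site of origin was tested with a likelihood ratio test, and pairs of sites with Wald contrasts in the same model. Live and mock inocula were compared in a model with test-phase water over all 133 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, over the genes that passed DESeq2's independent filtering. All p-values were two-sided. Log2 CPM used TMM factors and a prior count of 1. The share of variation came from PERMANOVA with 10000 permutations on Euclidean distances of log2 CPM over 34943 genes kept by edgeR's filterByExpr. A drought score per library was the mean log2 CPM of genes called higher in drought minus that of genes called lower, tested between legacies by permuting legacy within water treatment (100000 permutations). Maize orthologue shares were compared with Fisher's exact test, and again within 10 classes of mean count. Versions were R 4.3.3, DESeq2 1.42.0, edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and vegan 2.7.1.

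Genes are named by a fixed rule: the highest and lowest fold changes among called genes, for drought, conditioning and mock comparisons only with a mean normalized count of 50 or more (for drought also with the same direction in each of the 4 sites), and the smallest p-values for the interaction and for site. At most 2 genes that rose and 2 that fell are printed per comparison, with Td00002ba046162 added for the interaction after its values had been seen, because the study lists it. A list of 13 genes discussed in the study was tested as a set; these were chosen on these same samples.

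The alternatives covered the tool (edgeR quasi-likelihood, limma voom with quality weights), TMM size factors, a filter on low counts, unrounded counts, a threshold of 0.1, leaving out the shallowest 5% of libraries, each site or each mock replicate, 2 surrogate variables, site as a random effect, the conditioning covariates, 99% intervals, and other distances, scores and gene sets. After the data had been seen, 5 kinds of alternative were added: a spline of the plant number in the labels with 3 degrees of freedom within each water treatment, only well-watered libraries with at least 30 M counts, each side of the median plant number, other pairings of the sites, and DESeq2 without its replacement of outlying counts. Random splits of the libraries were refitted with the genes kept by filterByExpr. They used limma-trend for drought and DESeq2 otherwise, and for site a minimum count of 100.

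The pipeline was tested on simulated data with the means, dispersions and size factors of these libraries and 200 genes changed by 2 on the log2 scale. The changed genes were drawn from those with a mean normalized count of 50 or more. DESeq2 recovered 199 of 200 for legacy, 178 for the interaction and 179 for live against mock. Recovery of genes with lower counts was not tested, and the genes named below for legacy had means of 5.29 to 17.2. False calls made up 10.8%, 9.64% and 20.1% of its calls, and edgeR gave 8.76%, 8.72% and 13.7%. The phenotype, soil community, mediation and maize data of the study were not analysed here.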

Results

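Crown-root transcriptomes were measured in gamagrass plants that differed in the origin of their inoculum, in how that inoculum had been conditioned, and in water supply during the test phase. The live libraries numbered 16 in drought and 16 well-watered for each of CWR, SVR and TRI, and 15 and 14 for WEL. Low-precipitation legacy therefore held 32 drought and 32 well-watered plants, and high-precipitation legacy 31 and 30. Conditioning gave 62 live libraries from drought-stressed and 63 from well-watered soils, and 63 from soils with gamagrass and 62 without a host. Mock inoculum was given to 4 drought and 4 well-watered plants.

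Depth differed between the water treatments. The median total count was 52.3 M counts (M for mega) in drought (range 13.6 to 64.2 M, n = 67) and 24.9 M in well-watered plants (range 0.00605 to 69.4 M, n = 66). Of the 62 well-watered live libraries, 34 had fewer than 30 M counts, against 2 drought live libraries. The shallowest live library was SVR well-watered replicate 7 with 1.14 M. Mock well-watered replicate 1 held 6045 counts in all, on 2654 genes. The plant numbers in the labels ran from 193 to 388 in drought and from 394 to 491 in well-watered plants, with no overlap, and total counts fell towards the end of the well-watered series. No single gene held more than 1.17% of the counts of a library. The correlation of log2 CPM between live libraries, across genes, had a median of 0.935 and a highest value of 0.964 (genes are not independent replicates).

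**Figure D1:**
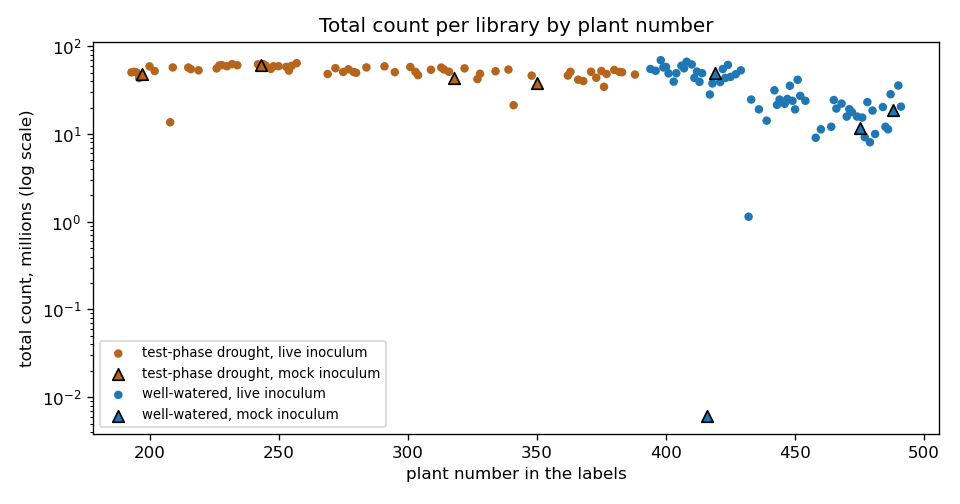
Total count per library (M, log scale) against the plant number in the labels; circles are live and triangles mock inoculum, brown is test-phase drought and blue is well-watered. Drought libraries lie at plant numbers 193 to 388 and well-watered libraries at 394 to 491, and the lowest point is mock well-watered replicate 1 at 0.00605 M.

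The first question was how much of the variation among live libraries each factor took. Test-phase drought took 3.47% (PERMANOVA, permutation p = 1e-04, the smallest that 10000 permutations can give). Legacy took 0.655% (permutation p = 0.703), and a factor with 1 degree of freedom takes 0.806% by chance. Site of origin took 2.00% (permutation p = 0.862, 2.42% by chance), conditioning water 0.630% (permutation p = 0.781) and conditioning host 0.711% (permutation p = 0.545). The alternative that moved the shares of drought and legacy most was the Bray-Curtis distance, under which they were 5.03% and 0.425%.

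To see which genes answered to water supply irrespective of inoculum, drought and well-watered plants were compared across all live libraries. At the threshold, 9274 of 40814 genes were called, 4182 higher and 5092 lower in drought. The median absolute log2 fold change of the called genes was 0.48, and 1919 changed by 2-fold or more. Within single sites, drought was called for 2590 genes in CWR, 1169 in WEL, 1312 in SVR and 1044 in TRI, and 8292 of the 9274 genes (89.4%) had the same direction in all 4 sites. The 9274 genes were chosen on these same libraries, which by itself favours a shared direction. The balance of directions depended on the tool: edgeR called 8366 genes, of which 4885 were higher in drought. TMM size factors shifted the median log2 fold change by 0.02 and gave 4789 higher among 9314. The alternative that moved the count most kept only the 28 well-watered libraries with at least 30 M counts, with 4189 genes called, 3562 of them also called with all libraries and in the same direction.

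By the naming rule the strongest rise in drought was that of Td00002ba034400 on chromosome 12 (log2 fold change 5.69 ± 0.55 SE, DESeq2 adjusted p = 3.06e-22). Its normalized count was 279 ± 591 (SD, n = 63) in drought and 8.29 ± 39.5 (n = 62) in well-watered plants, of which 43 were at 0. Td00002ba006546 on chromosome 2 rose by 4.75 ± 0.67, with a median of 2.02 in drought and 0 in well-watered plants, and 5 libraries held 74.5% of its counts. The largest falls were in Td00002ba029663 on chromosome 9 (-4.85 ± 0.53, adjusted p = 1.32e-17) and Td00002ba007488 on chromosome 2 (-2.60 ± 0.40, adjusted p = 3.8e-09). For Td00002ba029663 the median normalized count was 1.21 in drought and 3.57 in well-watered plants, and 5 libraries held 62.1% of its counts. All 4 genes were called in the same direction under every alternative that gave them a value.

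Because plant numbers did not overlap between the water treatments, the libraries were also divided at the median plant number within each treatment, a division made after the data had been seen. Among drought plants alone, 9822 genes were called between higher (n = 31) and lower (n = 32) plant numbers, and 4791 among well-watered plants (31 against 31). Drought against well-watered gave 5349 genes among the lower numbers and 12921 among the higher numbers. The log2 fold changes of both parts were nearly unrelated across genes (r = 0.0519, genes with a mean count of 50 or more). Of 2515 genes called in both parts, 1489 (59.2%) had the same direction. Of the 9274 genes called over all libraries, 7863 (84.8%) had the same direction in both parts, although these were chosen on the same libraries. In all 4 ways of setting drought plants of either part against well-watered plants of either part, 903 genes were called in the same direction, 545 higher and 358 lower in drought.

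**Figure D2:**
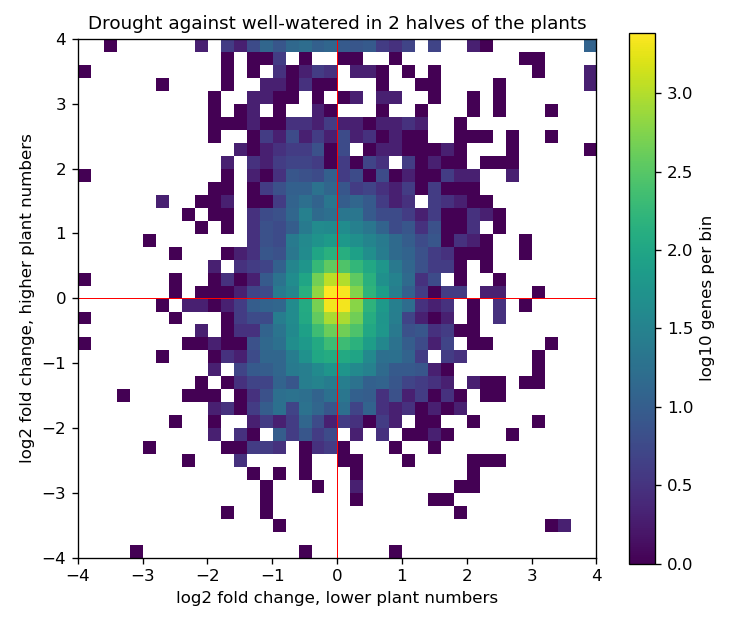
Drought against well-watered log2 fold changes among lower plant numbers (x axis) and among higher plant numbers (y axis), with colour for the log10 number of genes per bin; genes beyond the axis limits are in the outermost bins. The cloud shows no diagonal, with r = 0.0519 across genes with a mean count of 50 or more.

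Of the first 3 principal components within each water treatment, the first and second went with the plant number and the third did not. In drought (n = 63) component 1, with 19.7% of the variance, had r = 0.527 with plant number (permutation p = 4e-05, adjusted 8e-05) and rho = 0.468 (permutation p = 0.00016, adjusted 0.00032). Component 2 had r = 0.555 (permutation p = 2e-05, adjusted 6e-05) and rho = 0.522 (permutation p = 4e-05, adjusted 0.00012). In well-watered plants (n = 62) component 2 had r = 0.614 and rho = 0.685 (permutation p = 1e-05 for each, the smallest the permutations can give, adjusted 6e-05), while component 1, with 20% of the variance, had r = 0.278 (permutation p = 0.0292, adjusted 0.0438) and rho = 0.277 (permutation p = 0.0298, adjusted 0.0447). Without the 2 plants farthest from the median number these r were 0.492, 0.579, 0.592 and 0.338. Component 3 had r = 0.157 in drought (permutation p = 0.218, adjusted 0.262; rho = 0.196, permutation p = 0.122, adjusted 0.146) and r = 0.0173 in well-watered plants (permutation p = 0.903, adjusted 0.903; rho = 0.0616, permutation p = 0.632, adjusted 0.632). Signs of components are arbitrary, and 6 components were tested. Plant numbers did not differ between legacies: the mean was 288 in low and 283 in high legacy among drought plants (permutation p = 0.743) and 440 and 444 among well-watered plants (permutation p = 0.609).

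The next comparison asked whether the precipitation history of the inoculum changed root expression by itself. Legacy called 28 of 43392 genes, 14 higher and 14 lower with low-precipitation legacy. Unadjusted p-values under 0.05 made up 3.44% of all genes. The alternatives ranged from 0 genes with limma voom (1474 at an unadjusted p under 0.05), the largest move in proportion, to 66 with a spline of plant number (15 of the 28 among them), the largest in number of genes and added after the data had been seen. With 2 surrogate variables 56 were called, and with edgeR 5. Most called genes had their counts concentrated in few libraries: in 19 of the 28, more than 50% of the counts lay in 5 of the live libraries. The largest rises with low-precipitation legacy were Td00002ba045645 (5.15 ± 0.88, DESeq2 adjusted p = 3.06e-05), with a count of 0 in 73 libraries, and Td00002ba042536 (4.25 ± 1.0, adjusted p = 0.0371), with a count of 0 in 94. The largest falls were Td00002ba023814 (-5.53 ± 0.85, adjusted p = 3.89e-06), with 21.8 ± 67.3 (SD, n = 61) in high and 0.585 ± 1.27 (n = 64) in low legacy, and Td00002ba037703 (-5.28 ± 1.16, adjusted p = 0.0147), with 0 in 100 libraries. Td00002ba023814 was at 0 in 84 libraries, and 83.5% of its counts lay in 5 libraries. For Td00002ba045645 the mean count was 95.8 ± 259 in low and 52.5 ± 204 in high legacy, with a median of 0 in each. These means differ far less than its fitted fold change. Its log2 fold change was 1.314 with edgeR, 1.805 without the shallowest 5% of libraries and 0.8883 without the conditioning covariates. Over the alternatives that gave it a value, it ranged from 0.5743 to 5.155. Td00002ba045645 lost its call under 8 of the 10 alternatives that gave it a value, Td00002ba042536 under 8 of 15, Td00002ba037703 under 6 of 7 and Td00002ba023814 under 1 of 8. For Td00002ba023814 these 8 were all DESeq2 fits, since edgeR and limma voom gave it no value. Its call was lost without the conditioning covariates, where its log2 fold change was -1.687. The study lists Td00002ba045645 and Td00002ba037703 as well, in the same directions.

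Site of origin called 35 of 39595 genes. Between sites of the same precipitation class, SVR and TRI differed in 17 genes and CWR and WEL in 34, some of them with fitted log2 fold changes beyond 20 in size, which do not measure a fold. The smallest p-values for site were those of Td00002ba044188 on chromosome 17 (adjusted p = 9.2e-06), with medians of 29.7 in TRI (n = 32) and 20.3 in CWR (n = 32), and Td00002ba039084 on chromosome 14 (adjusted p = 1.17e-05), with 194 ± 786 (SD, median 1.31) in WEL (n = 29) and 2.24 ± 3.14 (median 1.5) in SVR (n = 32). Of the counts of Td00002ba039084, 93% lay in 5 libraries.

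Conditioning water, the water supply of the soils before the test phase, called 19 genes, of which 10 were higher after drought-stressed conditioning. Td00002ba026708 rose by 2.77 ± 0.45 (DESeq2 adjusted p = 1.36e-05) with 82% of its counts in 5 libraries, and Td00002ba023039 rose by 1.97 ± 0.40 (adjusted p = 0.00295). Td00002ba041648 fell by 1.07 ± 0.21 (adjusted p = 0.00295) and Td00002ba029232 fell by 1.04 ± 0.20 (adjusted p = 0.00148). Conditioning host called 20 genes, 12 higher with gamagrass. Td00002ba018780 rose by 3.04 ± 0.52 (adjusted p = 7.57e-05), with medians of 3.18 without a host (n = 62) and 6.33 with gamagrass (n = 63), and Td00002ba017627 rose by 1.77 ± 0.36 (adjusted p = 0.00367). The falls were in Td00002ba039084 (-3.82 ± 0.61, adjusted p = 9.15e-06) and Td00002ba026708 (-1.99 ± 0.45, adjusted p = 0.0199). Each of these 7 genes lost its call under at least 2 alternatives, limma voom among them.

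The main question of the experiment was whether precipitation legacy changed the drought response. Drought called 3253 genes within low-precipitation legacy (1419 higher) and 5285 within high-precipitation legacy (2585 higher). Of these, 2091 were called in both, 2086 in the same direction. A call in only 1 legacy is not a difference between legacies: of 3194 genes called only with high legacy, 94.7% had a fold change of the same sign with low legacy, and the reverse share was 91.5% of 1162. The fold changes of both legacies had r = 0.736 across genes with a mean count of 50 or more. The interaction term itself called 11 of 39171 genes, 3 with a more positive drought response in low legacy and 8 with a more negative one, and 3.18% of genes had an unadjusted p under 0.05.

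The intervals of the drought responses were separated in 233 of 44342 genes. Separated intervals are the rule by which the study counted genes whose drought response depended on legacy. The interaction term with adjusted p is a different measure. The standard errors alone, with no difference between legacies, give 247, and in simulated counts of 43715 genes, of which 200 were given an interaction, 240 of the genes without one had separated intervals. Among the 233 genes, drought was called with high legacy only in 45.5% (52 lower and 54 higher in drought), with low legacy only in 55 (39 lower, 16 higher), in both in 10 and in neither in 62. All 11 genes called by the interaction term were among the 233. The smallest p-values of the interaction were those of Td00002ba023452 on chromosome 7 (-5.85 ± 0.88, DESeq2 adjusted p = 1.09e-06) and Td00002ba000073 on chromosome 1 (-3.61 ± 0.74, adjusted p = 0.0224). For Td00002ba023452 the normalized count was 151 ± 539 in drought and 13.1 ± 16.4 well-watered with high legacy (n = 31 and 30), and 32.8 ± 48.7 and 162 ± 424 with low legacy (n = 32 and 32), while the medians were 11, 9.10, 10.8 and 6.73. The study lists Td00002ba023452 and Td00002ba046162 among genes whose drought response depended on legacy. Td00002ba046162 was called here too, with the third smallest p-value (-4.33 ± 0.91, adjusted p = 0.0224). The call was lost under 5 of 16 alternatives for Td00002ba023452, 6 of 16 for Td00002ba046162 and 8 of 16 for Td00002ba000073. Pairing the 4 sites in other ways gave more separated genes: 217 for the precipitation pairing in the site model, 355 for SVR and CWR against TRI and WEL, and 426 for SVR and WEL against TRI and CWR. By the interaction term the same pairings gave 30, 37 and 28 genes.

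The 13 genes discussed in the main text or the supplementary note of the study, not all that it lists, had separated intervals in every case. The interaction term called 0 of them over all genes with DESeq2 (all 13 had an unadjusted p under 0.05) and 13 adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Over the list alone edgeR called 11. Drought was called with high legacy in 8 of them and with low legacy in 5, and 9 had fold changes of opposite sign. The lowest interaction p-value was that of Td00002ba011993, with a drought log2 fold change of -2.16 ± 0.33 in high and -0.27 ± 0.32 in low legacy (interaction 1.89 ± 0.46, adjusted p = 0.0881 over all genes). For Td00002ba026366 the direction differed from the study, whose supplementary note describes it as up-regulated throughout, most with dry-legacy inoculum. Here it fell in drought, by a log2 fold change of -2.63 ± 0.34 in high and -1.02 ± 0.33 in low legacy. In a group of 4 genes on chromosome 4, more than 70% of the counts came from TRI drought replicate 6: 72.8% for Td00002ba015515 and Td00002ba015516, which overlap on opposite strands and have identical values, 71.6% for Td00002ba015525 and 75.6% for Td00002ba015526. DESeq2 replaces such counts before fitting. Without that replacement these 4 and 2 others of the 13 had no p-value. With 1 site and its plants left out, intervals stayed separated in 0 of the 13 genes without CWR, 2 without TRI (Td00002ba011993 and Td00002ba015525), 6 without WEL and 8 without SVR. They stayed separated in 9 with edgeR, in 7 with the spline of plant number and in 1 (Td00002ba011993) with deep well-watered libraries only, the last 2 fits chosen after the data had been seen.

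**Figure D3:**
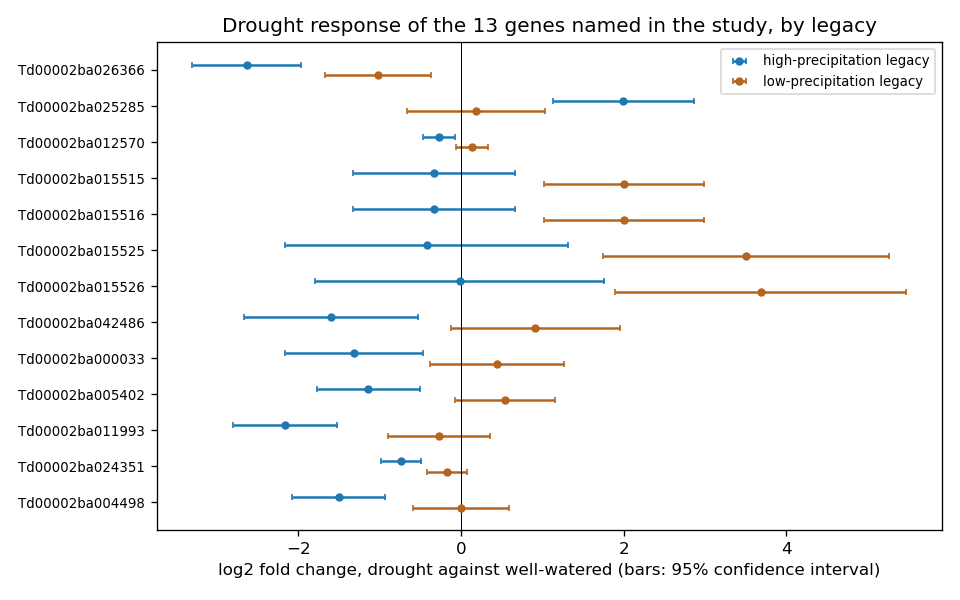
Drought log2 fold change (x axis) of the 13 genes with high-precipitation (blue) and low-precipitation (brown) legacy; bars are 95% confidence intervals from the model with the interaction of legacy and drought. The intervals are separated for all 13, and 9 genes have opposite signs.

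The size of the shared drought response was compared between legacies with the drought score. The score was 2.03 ± 0.42 (SD, n = 31) in drought and 0.85 ± 0.42 (n = 30) well-watered with high legacy, and 1.94 ± 0.37 (n = 32) and 0.91 ± 0.40 (n = 32) with low legacy. The drought effect on the score differed by -0.15 ± 0.14 (SE, low minus high, permutation p = 0.287).

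Live and mock inocula were compared to find genes that any living inoculum changed. DESeq2 called 17 of 42447 genes, 11 higher and 6 lower with live inoculum. Td00002ba027644 had a normalized count of 590 ± 1520 (SD) over the live libraries and 1.11 ± 1.84 over the 8 mock libraries (DESeq2 adjusted p = 0.000326), but its median in live libraries was 2.86. Td00002ba028052 had 163 ± 397 with live and 0.349 ± 0.661 with mock inoculum (DESeq2 adjusted p = 0.00469), with a median of 0.669 in live libraries. Both lost the call with edgeR (adjusted p = 0.886 for each) and when mock was compared with CWR alone (adjusted p = 0.957 and 0.585) or TRI alone (adjusted p = 1 for each). Td00002ba038103 had 36.7 ± 38.4 with live and 290 ± 681 with mock inoculum (-3.27 ± 0.42, DESeq2 adjusted p = 3.15e-11). This rested on mock drought replicate 1, with 1970: without that library the difference was -0.79 (DESeq2 adjusted p = 0.795). With edgeR 31 genes were called, 1 of them higher with live inoculum.

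Because the study read gene function through maize, the share of called genes with a maize orthologue was compared in 5 sets. It was 77.9% of drought-called genes and 73.3% of the other tested genes (Fisher's exact odds ratio 1.28, p = 6.81e-19, adjusted 3.4e-18). Within classes of mean count the odds ratio was 1.05 (p = 0.0789). For the drought response the odds ratio was 1.32 in high legacy (p = 4.28e-15, adjusted 1.07e-14) and 1.10 in low legacy (p = 0.0287, adjusted 0.0478), and within classes of mean count these were 1.10 (p = 0.00934) and 0.996 (p = 0.944). Genes called for legacy (67.9%, odds ratio 0.777, adjusted p = 0.658) and genes with separated intervals (73.8%, odds ratio 1.07, adjusted p = 0.713) did not differ from the other genes.

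Counts of called genes were then set beside those from random splits of the same libraries. The real legacy grouping gave 23 genes among those kept by filterByExpr and random splits a median of 13 (range 3 to 76). For separated intervals the real grouping gave 205 and random splits a median of 399 (range 160 to 1036). Drought gave 8170 genes with limma-trend, and random splits at most 3.

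**Figure D4:**
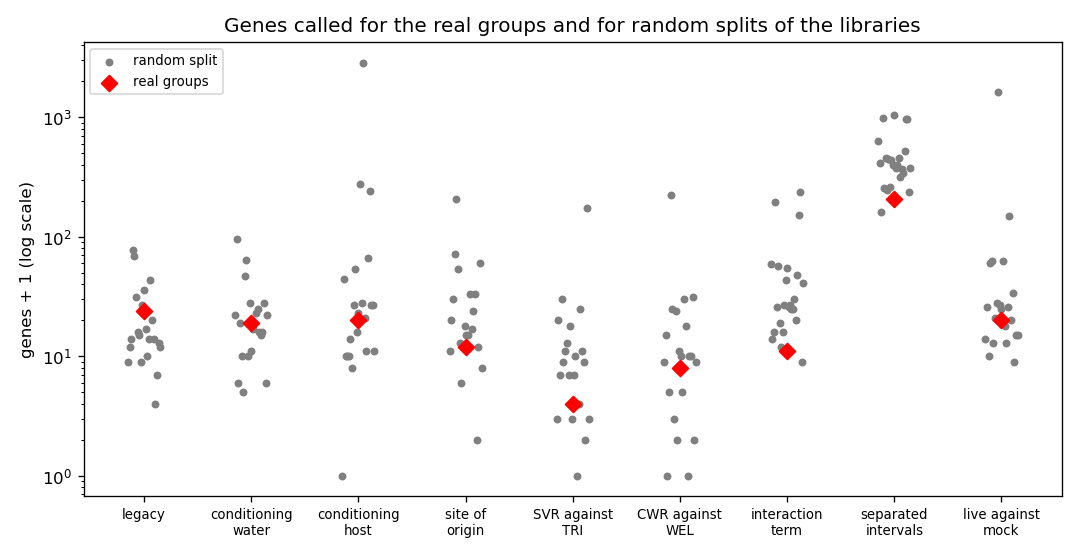
Genes called (plus 1, log scale) for each comparison named on the x axis, with a red diamond for the real groups and grey points for random splits of the libraries within water treatment. The real counts lie inside the range of the random splits for every comparison shown, with 205 separated genes against a random median of 399.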

Values the study reported

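The study reported 15 gamagrass genes that differed by precipitation legacy. It reported 183 genes whose drought response depended on legacy. Of these, 55% did not respond to drought with a dry-legacy inoculum but did with a wet-legacy inoculum. A set of 50 genes fell in drought only with the high-precipitation inoculum. The orthologue comparison placed 32,785 gamagrass genes (71.5%) in 21,658 orthogroups shared with maize.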

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

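Leaving out each mock library in turn was planned, but the prediction for the near-empty one was made only after its depth had been seen; the fits with plant number and with deep libraries only were also chosen after the data had been seen.

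Mock well-watered replicate 1 held a total count of 6045 on 2654 genes, far from the other mock well-watered libraries. On the log10 scale its gap to the nearest library took 0.84 of the range of the group, above Dixon's critical value for 4 samples. In all, 9 combinations of group and measure were tested in this way, and chance marks about 1 in 20. The low value is one of depth, and no biological explanation was tested. A candidate explanation for the genes called between live and mock inocula is this library, but without it 82.4% of the called genes were still called in the same direction (14 of 17, with 16 genes called in all), which argues against it for most of them. Of 22 splits of the libraries into sets of these sizes, the real one included, 14 gave as many genes for live against mock as the real one (19 among the genes kept by filterByExpr, on which the splits were run), so chance cannot be excluded for the count as a whole.

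Among the genes named for live against mock, Td00002ba027644 had a normalized count of 3.58 in mock well-watered replicate 4 and 0 in the other mock well-watered libraries, and mock drought replicate 1 had 4.50. These values lie near 0 in every mock library, where a few reads set the order. Td00002ba038103 had 0 in mock well-watered replicate 1 and 39.7 to 46.5 in the other libraries of its group. A 0 in a library of 6045 counts does not show that the gene was silent, and this gene's difference rested on mock drought replicate 1 (1970 normalized counts). No biological explanation was tested for either gene.

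The drought response differed between legacies in 11 genes by the interaction term. Of 24 splits of the libraries by legacy within water treatment, the real one included, 23 gave as many genes by the interaction term as the real one and 23 as many genes with separated intervals (10 and 205 among the genes kept by filterByExpr, on which the splits were run), so chance cannot be excluded for either count. A few libraries with very high counts are a candidate explanation: in 4 of the 11 genes more than 50% of the counts lay in 5 libraries, and over all genes called for legacy, site, either pair of sites of the same precipitation class, conditioning or the interaction this held for 56.6%. The count rose to 56 with a spline of plant number (9 of the 11 genes shared), to 26 with deep well-watered libraries only (3 shared), and fell to 6 without site TRI (0 shared). An effect of precipitation legacy on the response of single genes stays open, since the splits bear on the number of genes and not on each gene.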

How the results depend on the processing

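The alternatives with a spline of plant number, deep well-watered libraries only, the lower or the higher plant numbers only, other pairings of the sites, and no replacement of outlying counts were chosen only after the data had been seen; the others were planned.

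The drought count stayed within 1.5 times of 9274 under 15 of 17 alternatives (range 4189 to 12921 over all 17), and the counts within each legacy under 12 of 15. The drought score kept its sign and its p above the threshold under all 7 alternatives run (-0.31 to -0.05), and the shares of variation kept their side of the threshold under all 3. The counts for legacy (0 to 66), conditioning water (0 to 62), conditioning host (0 to 72) and the interaction (0 to 96) moved by more than 1.5 times under 9 of 18, 10 of 15, 11 of 15 and 10 of 17 alternatives. For the genes named in the text, 87 combinations of gene and alternative lost the call and none reversed. Unless stated, the cause was not tested.

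With edgeR, legacy called 5 genes, conditioning water 8, conditioning host 6, live against mock 31, SVR against TRI 2 and CWR against WEL 6; on unrounded counts the first 3 were again 5, 8 and 6. Limma voom with quality weights called 0 genes for legacy (1474 at an unadjusted p under 0.05), 0 for conditioning water (1730), 0 for conditioning host (2423) and 0 for the interaction (966), and gave 100 separated genes. With site as a random effect it called 0 for legacy (1324) and 0 for the interaction (677), where DESeq2 called 28 and 11 and edgeR 5 and 15. All 5 edgeR genes for legacy were among the 28. Similar counts for the interaction were largely other genes: edgeR shared 3 of the 11. DESeq2 without WEL also called 11 and shared 1. A filter on low counts gave 10 genes for SVR against TRI and 22 for CWR against WEL, with fewer genes tested. A threshold of 0.1 gave 38 for conditioning host, 18 for the interaction, 70 for site and 34 for SVR against TRI, as a looser threshold must. Intervals of 99% left 37 separated genes.

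Without site CWR, counts were 12 for legacy, 12 for conditioning water, 58 for conditioning host, 18 for the interaction and 1242 for drought with high legacy. Without WEL they were 8 for conditioning water and 2364 for drought with high legacy. Without SVR they were 10 for legacy, 7 and 11 for conditioning water and host, 35 for the interaction, 438 separated genes and 1110 for drought with low legacy. Without TRI they were 10 for legacy, 12 and 7 for conditioning, 6 for the interaction and 1174 for drought with low legacy. Leaving out a site removes many of the plants of its legacy, which lowers the drought counts by construction. Of the 13 study genes, adjusted over the list alone, DESeq2 called 0 without CWR (7 at an unadjusted p under 0.05), 2 without TRI and 7 without the replacement of outlying counts, where 6 had no p-value; edgeR called 11 with all sites. Mock inoculum against CWR alone called 8 genes, against WEL alone 8, against TRI alone 9 and against SVR alone 21. Leaving out each mock library in turn gave 16 to 25, with 9 (without mock drought replicate 1) to 14 of the 17 genes still called.

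With 2 surrogate variables, counts were 56 for legacy (14 of the 28 shared), 62 for conditioning water, 66 for conditioning host, 96 for the interaction and 383 separated genes. The spline of plant number gave 66, 42, 72 and 56 for the first 4. Adding the conditioning covariates gave 25 for the interaction. Without replacement of outlying counts, conditioning water and host each called 12. Pairing SVR with CWR gave 355 separated genes, and SVR with WEL 426.

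With only well-watered libraries of at least 30 M counts, drought called 4189 genes, 1229 with low and 1638 with high legacy, and conditioning host called 32 and the interaction 26. Lower plant numbers alone gave 5349 drought genes. The excess of maize orthologues among drought-called genes fell to an odds ratio of 1.05 within classes of mean count (p = 0.0789). For drought with low legacy it went to 0.996 (p = 0.944), no excess, and with high legacy 1.10 remained (p = 0.00934). Depth limits the well-watered libraries most: 34 of the 62 live ones had fewer than 30 M counts.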

Other observations

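The tests of plant number, of depth, of random subsets of well-watered libraries and of site pairings for separated intervals were chosen only after the results had been seen; the splits, the pairing of sites for legacy, the number of separated genes under no difference, and the tests of single libraries and of genes that were on or off were set before their own results were seen.

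Chance was excluded as the source of the drought counts: of 100 splits of the live libraries within legacy, the real one included, 1 gave as many genes (the real split) for drought (8170 genes), 1 for drought with low legacy (2393) and 1 for drought with high legacy (4064), with limma-trend. It could not be excluded for the other counts. Refitted with the filtered genes used for the splits, the real groups gave 23 genes for legacy (as many in 7 of 22 splits), 18 for conditioning water (12 of 22), 19 for conditioning host (13 of 22), 11 for site of origin (17 of 21), 3 for SVR against TRI (16 of 21) and 7 for CWR against WEL (14 of 21).

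That drought differs from well-watered in these libraries does not show how much of the difference is due to water. Plant numbers and water treatment did not overlap, so a trend along the plant numbers may add to it. A split of the drought plants by plant number, with no difference in water, gave 9822 genes. Drought against well-watered gave 5349 among the lower and 12921 among the higher numbers, and 9274 over all live libraries. Drought fold changes among lower and higher numbers had r = 0.0519 across genes, although 84.8% of the 9274 called genes had the same direction in both. With a spline of plant number within each treatment, 10537 genes were called, 8921 of them among the 9274 and in the same direction. Such a spline takes out a trend within treatments but cannot remove a step between them. What the numbers stand for (sowing, harvest or library order) is not in the labels. The water treatment and such a trend cannot be told apart here, because the design gives no plants of both treatments over the same numbers. For 903 genes the direction was the same in all 4 combinations of lower and higher numbers. These genes are not free of a trend. A step between treatments would pass this test. So would a steady rise or fall over all plant numbers, because every drought number lies below every well-watered number.

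Lower depth of the well-watered libraries is a second candidate explanation for part of the drought calls. With deep well-watered libraries only, 38.4% of the called genes were still called in the same direction. Having fewer libraries accounted for part of the loss, but not for all of it. With limma-trend, all 62 well-watered libraries gave 8170 genes, and 99 random subsets of 28 gave a median of 4992 (range 3072 to 7582). The 28 deep libraries gave 3158, and 1 of the 99 subsets gave as few. Of the genes called with all libraries, 97.1% kept their direction with the deep libraries, and at least 99.8% in each random subset. Total counts were lower at higher plant numbers among well-watered plants, so depth and a trend along plant numbers cannot be told apart.

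For legacy, a difference between single sites is a candidate explanation. In the site model the precipitation pairing called 36 genes, the pairing of SVR and CWR against TRI and WEL also called 36, and the remaining pairing 23. For separated intervals the precipitation pairing gave fewer genes (217) than either other pairing (355 and 426), and by the interaction term it gave 30 genes, against 37 and 28. The count of separated genes also needs no difference at all, since the standard errors alone give 247. An effect of precipitation history that is shared by both sites of a class was not shown by these counts, and it is not excluded for single genes.

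Genes called for legacy, site, either pair of sites of the same precipitation class, conditioning or the interaction often had counts held by few libraries. In 56.6% of them (69 genes) 5 of the live libraries held more than 50% of the counts. These shares precede DESeq2's replacement of outlying counts, so they do not show that those plants made the calls. The median share in 5 libraries was 52.2%, against 18.9% in lists matched on mean count. A candidate explanation is that seedlings of the cultivar differ in which gene copies they carry or express. Genes that were on (50 or more normalized counts) in at least 10% of libraries and off (1 or fewer) in at least 10% made up 18.9% of the called genes (23 genes), against a mean of 11.8% in matched lists, and 89 of 10000 lists reached that share. Such genes shared their pattern with neighbours: the mean absolute correlation of on and off states was 0.180 at 0.1 to 1 Mb and 0.131 between chromosomes, and shuffled positions gave at most 0.146 in 1000 shuffles. Among pairs that include a called gene only 38 lay at 0.1 to 1 Mb, with a mean of 0.131 against 0.0999 for such pairs between chromosomes, too few to carry the point for the called genes themselves. The tests do not separate genotype from other sources of switching that neighbours share, and plant genotypes were not analysed here.

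Legacy called 28 genes here. That is higher than the value quoted from the study above. Under the alternatives the count ran from 0 to 66.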
